# SIRT1 deacetylase in aging‐induced neuromuscular degeneration and amyotrophic lateral sclerosis

**DOI:** 10.1111/acel.12839

**Published:** 2018-10-08

**Authors:** Adrianna Z. Herskovits, Tegan A. Hunter, Nicholas Maxwell, Katherine Pereira, Charles A. Whittaker, Gregorio Valdez, Leonard P. Guarente

**Keywords:** aging, amyotrophic lateral sclerosis, NAD, neurodegenerative disease, neuromuscular junction, SIRT1

## Abstract

SIRT1 is an NAD^+^‐dependent deacetylase that functions in a variety of cells and tissues to mitigate age‐associated diseases. However, it remains unknown if SIRT1 also acts to prevent pathological changes that accrue in motor neurons during aging and amyotrophic lateral sclerosis (ALS). In this study, we show that SIRT1 expression decreases in the spinal cord of wild‐type mice during normal aging. Using mouse models either overexpressing or lacking SIRT1 in motor neurons, we found that SIRT1 slows age‐related degeneration of motor neurons’ presynaptic sites at neuromuscular junctions (NMJs). Transcriptional analysis of spinal cord shows an overlap of greater than 90% when comparing alterations during normal aging with changes during ALS, revealing a substantial upregulation in immune and inflammatory response genes and a downregulation of synaptic transcripts. In addition, overexpressing SIRT1 in motor neurons delays progression to end‐stage disease in high copy SOD1^G93A^ mice. Thus, our findings suggest that there are parallels between ALS and aging, and interventions to impede aging may also slow the progression of this devastating disease.

## 1 INTRODUCTION

SIRT1 plays a critical role in mitigating damages caused by aging and a number of neurodegenerative diseases including amyotrophic lateral sclerosis (ALS) (Kim et al., 2007; Watanabe et al., 2014). SIRT1 is a nicotinamide adenine dinucleotide (NAD+)‐dependent deacetylase that catalyzes the removal of acetyl groups from lysine residues on histone proteins, resulting in gene silencing (Braunstein, Rose, Holmes, Allis, & Broach, 1993; Imai, Armstrong, Kaeberlein, & Guarente, 2000; Tanny, Dowd, Huang, Hilz, & Moazed, 1999). SIRT1 also deacetylates transcription factors including PGC1α, which induces mitochondrial oxidative phosphorylation (Lagouge et al., 2006), p53, which promotes cell survival (Luo et al., 2001; Vaziri et al., 2001) and triggers adaptation to calorie restriction with its accompanying stress resistance (Guarente, 2013). Through these actions, SIRT1 functions to maintain cellular homeostasis and thereby prevent age‐related pathological changes. Unfortunately, the activity of SIRT1 decreases with advancing age in many cells and tissues either due to a decrease in protein levels (Gong et al., 2014; Sakamoto, Miura, Shimamoto, & Horio, 2004), a reduction in NAD+levels (Imai & Guarente, 2014) or both.

In addition to modulating transcription factors and metabolic enzymes, SIRT1 has been shown to directly deacetylate proteins that impact neurodegenerative disorders (Herskovits & Guarente, 2014; Min et al., 2010; Montie, Pestell, & Merry, 2011). Studies using resveratrol, a polyphenolic compound that activates SIRT1 and other targets, have shown mixed effects in the SOD1^G93A^ mouse model of ALS, with some dosing regimens showing protection and others indicating no effect on disease progression (Han, Choi, Soon Shin, & Kang, 2012; Kim et al., 2007; Mancuso et al., 2014; Markert, Kim, Gifondorwa, Childers, & Milligan, 2010; Song, Chen, & Zhang, 2014). Overexpressing PGC1α slows ALS‐related pathologies in SOD1^G93A^ mice (Zhao et al., 2011), and more directly, elevating SIRT1 expression using the prion promoter has shown lifespan extension in the SOD1^G93A^ low copy transgenic mouse line (Watanabe et al., 2014). However, these findings do not address the focal site of action for SIRT1 or explain why an antiaging protein would impact ALS.

A shared feature of normal aging and ALS is the progressive degeneration of the neuromuscular junction (NMJ), a synapse that is essential for the function of alpha‐motor neurons and skeletal muscles (Valdez, Tapia, Lichtman, Fox, & Sanes, 2012). With advancing age or ALS, the NMJ acquires deleterious structural and functional features that include the loss of synaptic vesicles and dysregulated neurotransmitter release that lead to the degeneration of motor axon nerve endings (Jang & Van Remmen, 2011; Valdez et al., 2010; Arbour, 2015). To date, it has been postulated that oxidative stress, mitochondrial dysfunction, impaired autophagy, and decreased release of trophic factors (Carnio et al., 2014; Park, 2015) contribute to the degeneration of NMJs with advancing age and may also affect ALS. SIRT1 has been shown to influence stress resistance, mitochondrial oxidative phosphorylation, and autophagy (Lagouge et al., 2006; Lee et al., 2008), suggesting that this protein could also impact NMJ degeneration during normal aging and neuromuscular disease. Supporting this possibility, resveratrol was recently shown to slow age‐induced degeneration of NMJs in mice (Stockinger, Maxwell, Shapiro, deCabo, & Valdez, 2017).

In the current study, we examined the effect of SIRT1 overexpression and depletion on NMJs during aging and progression of ALS using the SOD1^G93A^ mouse model. We discovered that increasing SIRT1 in motor neurons partially protects NMJs from the deleterious effects of aging and ALS. Moreover, we uncovered a surprising degree of transcriptional overlap between aged and ALS‐affected spinal cords. These findings suggest that SIRT1 may be a target for slowing degeneration of NMJs, and the resulting loss of motor function, that occurs in ALS and during aging.

## 2 RESULTS

### 2.1 SIRT1 during normal aging and neuromuscular disease

In order to understand whether SIRT1 might play an important role in motor function during aging, we examined SIRT1 levels in spinal cords from C57Bl/6 mice at multiple time points. This analysis revealed that SIRT1 decreases sharply from birth to young adulthood, and levels continue to decline as mice transition into old age (Figure 1a,b). These findings are consistent with observations that SIRT1 declines in brain, liver, muscle, heart, and adipose tissue during aging (Gong et al., 2014; Sakamoto et al., 2004). These results raise the possibility that SIRT1 may be similarly dysregulated in ALS, a disease that alters fat metabolism and causes muscle wasting and motor neuron loss. We surveyed SIRT1 levels in the central nervous system, skeletal muscles and other tissues from SOD1^G93A^ mice at approximately 5.5 months of age. We did not observe significant alterations in levels of SIRT1 in spinal cord, brain, and adipose tissue, but found a substantial upregulation in skeletal muscle of SOD1^G93A^ mice relative to control mice (Figure 1c–g). Although lower motor neurons in the spinal cord are a major focus in ALS, these findings suggest that SIRT1 may be dysregulated in skeletal muscle during the disease process.

**Figure 1:**
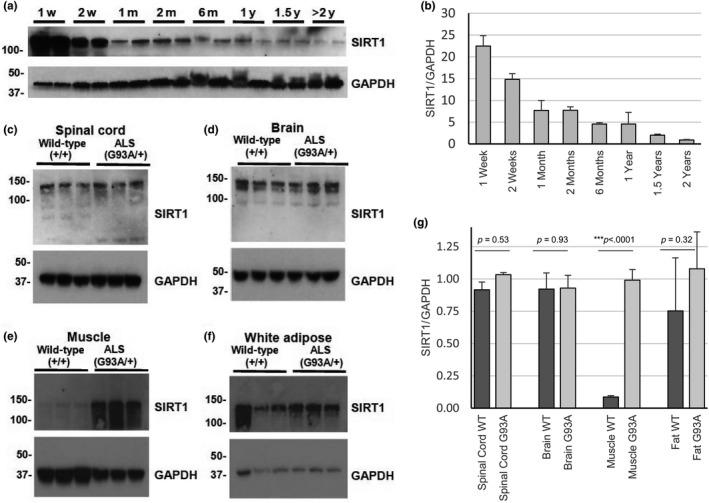
SIRT1 levels in mouse spinal cord during normal aging and neuromuscular disease. (a) Western blot of spinal cord homogenate from postnatal C57Bl6 mice ranging in age from one week to over two years. One female mouse and one male mouse were assayed at each timepoint. (b) Densitometry was performed to compare SIRT1 levels after normalization to GAPDH at different ages. (c–f) Immunoblots of central nervous system and metabolic tissues from three male SOD1^G93A^ mice and three litter‐ and gender‐matched wild‐type mice were analyzed at 5.5 months of age. (g) Densitometry was performed to compare SIRT1 levels after normalization to GAPDH between wild‐type and SOD1^G93A^ mice. Unpaired *t* ‐tests were used to compare levels of SIRT1 normalized to GAPDH in wild‐type and SOD1^G93A^ animals for each tissue analyzed. Values reported as mean ± *SD*.

Among spinal cord cells, we hypothesized that loss of SIRT1 expression and function might be particularly detrimental to motor neurons because transport via long motor axons is an energetically demanding process. To assess the effect of SIRT1 on motor neurons, we examined several previously described mouse lines that can be engineered to overexpress or inactivate SIRT1 in motor neurons (Cohen, Supinski, Bonkowski, Donmez, & Guarente, 2009; Firestein et al., 2008; Rossi et al., 2011). Transgenic mice were created by breeding animals with a floxed‐stop cassette upstream of *Sirt1* with mice expressing Cre recombinase under the choline acetyltransferase promoter. Tissue‐specific knockout mice were created by breeding animals with loxP sites flanking exon 4 of *Sirt1* with animals expressing Cre recombinase under the choline acetyltransferase promoter to excise the catalytic domain. We analyzed motor axons presynaptic sites at NMJs because they degenerate before atrophic changes are apparent in the soma and along axons. NMJs were examined in whole‐mounted extensor digitorum longus (EDL) muscles by labeling the presynaptic region of motor axons with an antibody against synaptotagmin‐2 (Syt2), a protein that associates with synaptic vesicles, and marking the postsynaptic region with fluorescently tagged alpha‐bungarotoxin, which binds with high affinity to muscle nicotinic acetylcholine receptors (AChRs). Innervation was scored based on the overlap between pre‐ and postsynaptic regions.

We found that SIRT1 is dispensable for the normal development and stability of NMJs in young animals. In mice at 3–4 months, NMJs were indistinguishable between control, SIRT1 overexpressing, and knockout mice (Figure 2a–c). We next examined NMJs in wild‐type, SIRT1 transgenic mice and knockout animals at 18–24 months (Figure 2d). We noted that wild‐type mice showed partial denervation of NMJs at this age, as expected due to the normal aging process (Valdez et al., 2010). SIRT1 deletion in motor neurons exacerbated this decline with knockout animals exhibiting less NMJ innervation at older ages (Figure 2e, Supporting Information Figure S1), and SIRT1 overexpression suppressed the decline compared to wild‐type littermate controls with transgenic animals showing more NMJ innervation at 18–24 months (Figure 2f, Supporting Information Figure S1). These findings demonstrate that SIRT1 protects NMJs from the damaging effects of aging.

**Figure 2:**
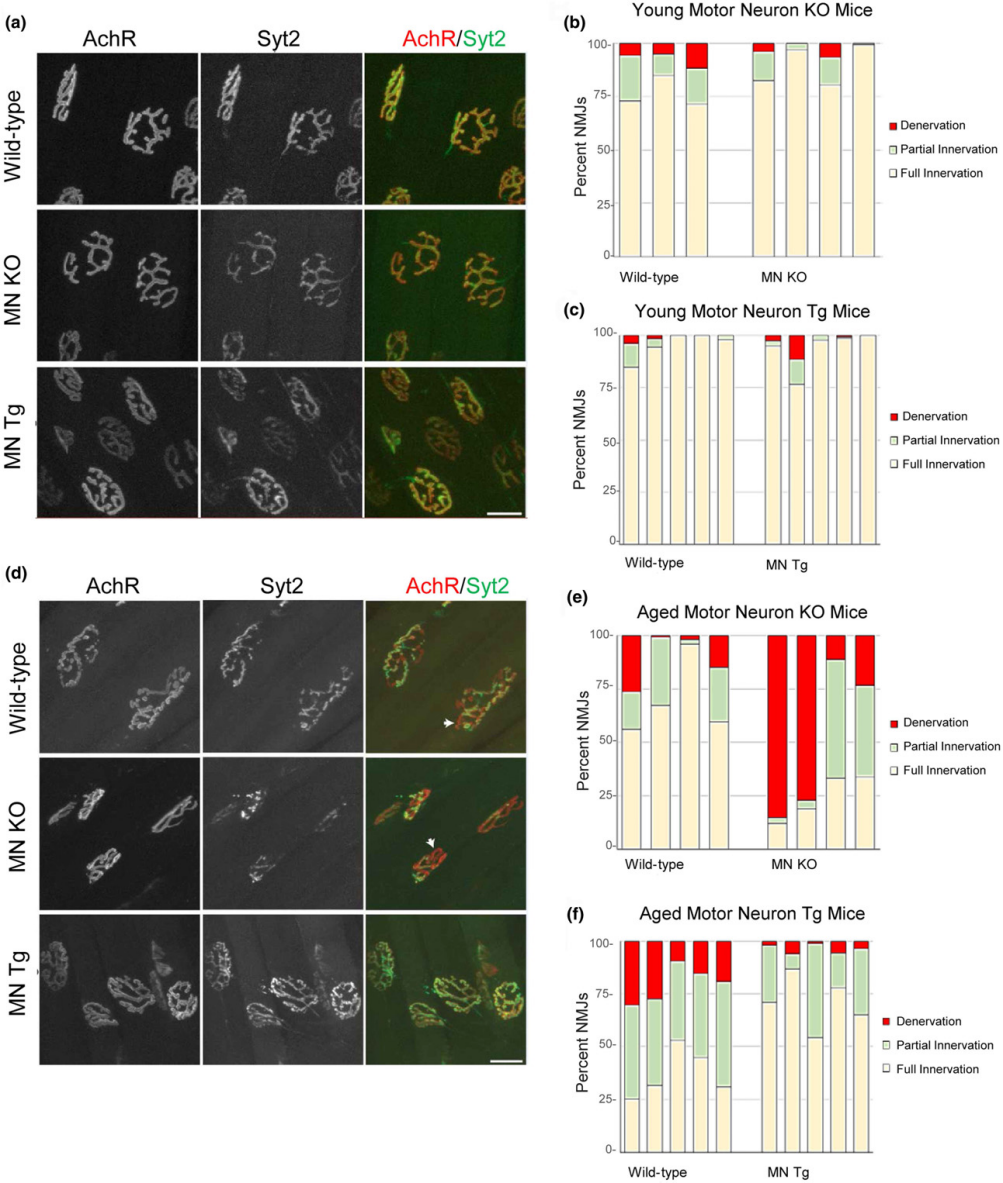
SIRT1 protects the neuromuscular junction during normal aging. (a) Representative images of motor axons labeled with synaptotagmin 2 (Syt2; Green) and nicotinic acetylcholine receptors (AChR; Red) marked with α‐bungarotoxin at NMJs from young mice analyzed at 3–4 months of age. (b) Full innervation, partial innervation, and denervation of neuromuscular junctions from four male motor neuron knockout mice and three litter‐ and gender‐matched control mice at 3–4 months of age. (c) Full innervation, partial innervation, and denervation of neuromuscular junctions from five male motor neuron transgenic mice and five litter‐ and gender‐matched control mice at 3–4 months of age. (d) Representative images of motor axons labeled with synaptotagmin 2 (Syt2; Green) and nicotinic acetylcholine receptors (AChR; Red) marked with α‐bungarotoxin at NMJs from aged mice analyzed at 18–24 months of age. White arrows indicate partially innervated NMJs. Scale bar = 20 μm. (e) Full innervation, partial innervation, and denervation of neuromuscular junctions from four male motor neuron knockout mice and four litter‐ and gender‐matched control mice at 18–24 months (average: 21.2 months, range: 19–24 months) of age. (f) Full innervation, partial innervation, and denervation of neuromuscular junctions from five male motor neuron transgenic mice and five litter‐ and gender‐matched control mice at 18–24 months (average: 21.9 months, range 21–24 months) of age.

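For aging, whole spinal cords of 8 young wild-type male mice at 3–4 months and 8 old wild-type male mice at 18–24 months were sequenced as 1 RNA-seq library per mouse, prepared with the Roche KAPA HyperPrep kit. The authors aligned the reads with STAR and estimated the number of fragments on each gene with RSEM, using the Ensembl 88 annotation of the mm10 mouse genome. They deposited 2 tables covering all 22 libraries. One held the expected counts from RSEM without normalization, and the other held log2(FPKM + 1), where FPKM stands for fragments scaled by transcript length and library size. The expected counts were rounded to whole numbers and used for every test. The column names give the group of each library and not its replicate number, so the libraries entered as unnumbered members of their group. The young libraries held from 5078092 to 9358055 counts with a median of 7957405.5, and the old libraries held from 5664869 to 9145600 with a median of 7305629.5. A gene with 3 counts, taken as the smallest amount that this depth can show, corresponded to between 0.321 and 0.591 CPM (counts scaled to the library size) in young mice and between 0.328 and 0.53 CPM in old mice. These floors cover counting error only. The 10 genes with the most counts took from 8.91% to 11.6% of the counts of a young library and from 8.01% to 15.1% of those of an old library. Genes with low counts were removed with filterByExpr in edgeR, which needs about 10 counts in as many libraries as the smaller group has, and the counts were scaled between libraries by the TMM method.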

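For ALS, whole spinal cords of 3 SOD1 G93A mice and 3 wild-type control mice, with 2 females and 1 male in each group, were sequenced. SOD1 G93A mice carry many copies of a human SOD1 transgene with the G93A mutation and develop motor neuron disease. The paper gives the age of both groups as 5 months, and the sample labels give 5–6 months. These libraries were prepared with the Illumina TruSeq kit. The kit therefore differed between the aging and the ALS experiments, and each comparison lay within one kit. The control libraries held from 10693060 to 13219797 counts with a median of 12080159, and the SOD1 G93A libraries held from 9675610 to 11872431 with a median of 10926373. The floor of 3 counts corresponded to between 0.227 and 0.281 CPM in control mice and between 0.253 and 0.31 CPM in SOD1 G93A mice. The sex of each mouse is given for the groups and not for each library, and sex was not a covariate. Counts on Y-linked genes were 2383 in 1 control library and 2673 in 1 SOD1 G93A library. They were at most 12 in the other libraries of this experiment, which matches the stated 1 male per group. A fit with sex as a covariate was therefore possible but was not run, so differences between the sexes were not removed from the ALS comparison. Both tables list 21995 genes by Ensembl identifier, and 21797 of them are protein-coding in GENCODE M21, the annotation of the same genome build (GRCm38) from which gene positions are given. The aging libraries and the ALS libraries were filtered, scaled and tested separately, and no expression level was compared across the 2 experiments.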

Since aging and ALS have similar effects on motor neurons presynaptic sites at NMJs, we carried out RNA‐seq to gain insight into transcriptional changes that occur in the spinal cord during aging and ALS pathogenesis in SOD1^G93A^ mice. 

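Differential expression was tested on the counts of each comparison with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment over all genes tested, which were 13647 in aging and 14386 in ALS. With a log2 fold change beyond 1 in either direction and an adjusted p-value under 0.05, 297 protein-coding genes were higher and 6 were lower in old than in young mice. In SOD1 G93A mice, 1223 protein-coding genes were higher and 169 were lower than in control mice. For 216 of the 297 genes, every old mouse had a higher CPM than every young mouse. The counts moved most when the threshold on the fold change was dropped, with 1838 genes higher and 1757 lower in old mice and 2635 higher and 2231 lower in SOD1 G93A mice. With each SOD1 G93A or control library left out in turn, the number of genes higher in SOD1 G93A mice ranged from 1006 to 1520 and the number of lower genes from 79 to 448. By fitted log2 fold change, the 5 largest increases in SOD1 G93A mice among genes without overlap were in genes that had no count in any control mouse. Their size is bounded only from below, so their rank against genes with counts in control mice is not established. Measured against the floor of 3 counts, Atp6v0d2 (ENSMUSG00000028238, chromosome 4 from 19876841 to 19922605) was at least 62.96-fold higher, Cd300lb at least 24.6-fold, Cd200r4 at least 21.9-fold and Mcoln3 at least 20.1-fold. Gm49339, which overlaps Lilrb4a on the same strand so that reads could be split between them, was at least 42.1-fold higher. Atp6v0d2 varied between the SOD1 G93A mice, at 16 ± 11.4 CPM (SD, n = 3; adjusted p = 0.00151 from edgeR's quasi-likelihood test). The largest decrease was in Chodl (ENSMUSG00000022860, chromosome 16 from 78930948 to 78951733), at 4.04 ± 0.453 CPM (SD, n = 3) in SOD1 G93A mice and 36 ± 1.22 CPM (SD, n = 3) in control mice. Its log2 fold change was -3.16 (standard error 0.13, adjusted p = 2.62e-05 from the same test), and it stayed between -3.24 and -3.08 with each library left out. Gm10600, a member of a multigene family whose reads could be split between copies, followed at -2.83 (largest adjusted p-value with 1 library left out 0.0723), then Lgr6 at -2.19, Isl2 at -2.10 and Kirrel2 at -2.08.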

We focused on differentially expressed protein‐coding genes defined as those having an absolute log fold change greater than 1 and adjusted p‐value less than 0.05 (Supporting Information Table S1). Mouse genes were mapped to human orthologs using Mouse Genome Informatics orthology reports, and pathway analysis was performed based on Gene Set Enrichment Analysis (GSEA) (Mootha et al., 2003).

Supervised clustering of these genes revealed a remarkable overlap between aging and ALS (Figure 3a). 

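The log2 fold changes of the 13582 protein-coding genes tested in both comparisons were related across genes, with a Pearson's r of 0.75 and a Spearman's rho of 0.506. Genes are not independent replicates, so no p-value is attached to this relation. Among the 12627 genes that were higher in neither comparison, rho was 0.413. A gradient with gene length ran the same way in both comparisons. The deviation of a gene from its mean correlated with gene length at a mean Spearman's rho of 0.19 in young and -0.18 in old mice. The mean was 0.16 in control and -0.14 in SOD1 G93A mice. The relation of the fold changes was not recomputed after a correction for gene length and GC content, so this gradient may contribute to it. Of the genes tested in both comparisons, the 297 with the largest log2 fold changes in SOD1 G93A mice were taken. Among them, 231 (77.8%) were higher in old mice. Of the 1223 genes higher in SOD1 G93A mice, 943 were tested in aging. Those tested in ALS only, Atp6v0d2 among them, could not enter this ranking. No gene was higher in one comparison and lower in the other. The difference between the 2 comparisons was tested in one edgeR model of all 22 libraries, as (SOD1 minus control) minus (old minus young). By this quasi-likelihood test 3737 of 14455 protein-coding genes had an adjusted p-value under 0.05, of which 1677 had the more positive change in SOD1 G93A mice and 2060 the more negative. With each SOD1 G93A or control library left out in turn, a check chosen after the data had been seen, this number ranged from 2378 to 4929.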

We found that over 90% of transcripts upregulated in aged spinal cords (representing the vast majority of age‐sensitive transcripts) were also elevated in ALS relative to their respective control cohorts (Figure 3b). 

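Of the 297 genes higher in old mice, 284 were also higher in SOD1 G93A mice. This is 95.6%, with a 95% Wilson confidence interval of 92.7% to 97.4%. If the 2 lists were independent, 20.6 shared genes would be expected among the 13582 genes tested in both (odds ratio 452.9 and −log10 p of 327.8 from a one-sided Fisher's exact test). This test and the Wilson intervals treat genes as independent draws, which they are not. They do not measure the variation between mice, and the same holds for the Fisher's exact tests of gene lists below. Taken from the other side, the 284 genes were 23.2% of the genes higher in SOD1 G93A mice, with a 95% Wilson confidence interval of 20.9% to 25.7%. Of 943 genes higher in SOD1 G93A mice that were tested in aging, 891 had a positive log2 fold change in old mice and 710 also an adjusted p-value under 0.05 from edgeR's quasi-likelihood test. Of the 13 genes higher in old mice and not in SOD1 G93A mice, 1 was not tested in ALS. Of the 296 tested genes, 290 had a positive log2 fold change in SOD1 G93A mice. The share of 95.6% moved most when the threshold on the fold change was dropped, to 64.3%. Without a filter on low counts it was 83%. With 3 old and 3 young mice drawn at random, the group size of the ALS comparison, the share had a median of 94% over 100 draws. The median log2 fold change of the 284 genes was 1.46 in old mice and 2.76 in SOD1 G93A mice, and 277 of them had the larger value in SOD1 G93A mice. By the interaction test, the change was larger in SOD1 G93A mice for 190 of the 284 genes and larger in old mice for 0. The 5 shared genes with the largest smaller log2 fold change were Cst7, Lilrb4a, Itgax, Ccn5 and Ccl3. Cst7 (ENSMUSG00000068129, chromosome 2 from 150570415 to 150578944), which encodes cystatin F, was at 14.1 ± 5.47 CPM (SD, n = 8) in old mice and had at most 2 counts in any young mouse. It was therefore at least 36.55-fold higher in old mice (exact permutation test, two-sided p = 0.000155, the smallest that 8 mice against 8 allow). In SOD1 G93A mice it was at 69.9 ± 27.8 CPM (SD, n = 3) against 0.3 ± 0.308 CPM (SD, n = 3) in control mice, a log2 fold change of 7.77 (standard error 0.55, adjusted p = 9.12e-05 from edgeR's quasi-likelihood test). Itgax (ENSMUSG00000030789, chromosome 7 from 128129547 to 128150657), which encodes the integrin CD11c, had a log2 fold change of 5.64 in old mice (standard error 0.33, adjusted p = 1.7e-11) and 6.92 in SOD1 G93A mice (standard error 0.43, adjusted p = 8.14e-05). Lilrb4a, whose reads could be shared with Gm49339, had log2 fold changes of 5.70 and 6.49, and Ccn5 had 5.54 and 7.29. Ccl3 had a log2 fold change of 5.53 in old mice and was at least 62.54-fold higher in SOD1 G93A mice, where no control mouse had more than 3 counts. The paper states, in the title of Figure 3, that similar transcriptional alterations occur in aging and ALS.

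**Figure D1:**
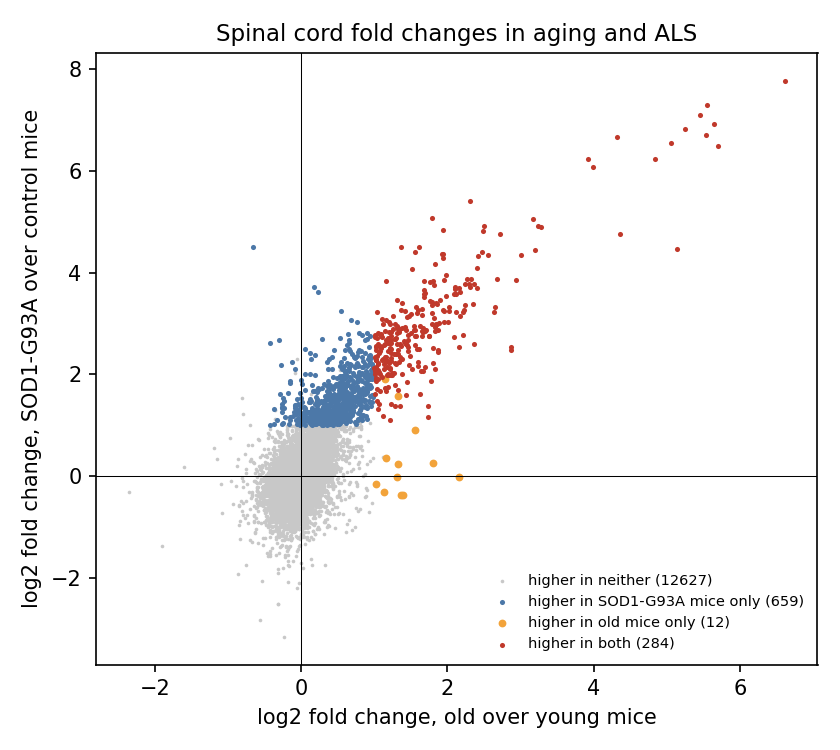
Each point is 1 of the 13582 protein-coding genes tested in both comparisons, with its log2 fold change in old over young mice on the horizontal axis and in SOD1 G93A over control mice on the vertical axis. Red points are the 284 genes higher in both, orange the 12 higher in old mice only, blue the 659 higher in SOD1 G93A mice only and grey the 12627 higher in neither.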

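The genes higher in both comparisons were set against lists of immune genes written from general knowledge before the data were examined, since the MSigDB collection was not used here. Of 76 genes on a list of innate and inflammatory genes that were tested in both comparisons, 41 (53.9%) were among the 284 shared genes, compared with 2.09% of all genes tested (Fisher's exact test, p = 4.09e-48 after adjustment over 20 lists). A list of adaptive immune genes held 80 genes, of which 35 had enough counts to be tested in both comparisons. Of these 35, 24 (68.6%) were among the shared genes (Fisher's exact test, adjusted p = 6.23e-32). Few genes of T cells, B cells or natural killer cells could be tested, so the 24 genes do not establish a response of such cells. Together, 65 of the 284 genes (22.9%) were on one of these 2 lists. The mean log2 fold change of the innate and inflammatory list was 1.30 in old mice, with 72 of the 76 genes increased, and 2.54 in SOD1 G93A mice, with 92 of 95 increased. The adaptive list had a mean of 1.37 in old mice and 2.47 in SOD1 G93A mice. The limma function camera, which sets the genes of a list against all other genes tested, gave adjusted p-values of 7.83e-72 and 6.29e-57 for the innate and inflammatory list in aging and ALS. This test assumed a correlation of 0.01 between the genes of a list. With the correlation estimated from the data, both lists kept an adjusted p-value under 0.05 in aging and neither did in ALS. The mean log2 CPM of the innate and inflammatory list was 3.79 ± 0.23 (SD, n = 8) in old mice and 2.59 ± 0.07 (SD, n = 8) in young mice (exact permutation test, two-sided p = 0.000155). It was 4.22 ± 0.33 (SD, n = 3) in SOD1 G93A mice and 1.91 ± 0.13 (SD, n = 3) in control mice (exact permutation test, p = 0.1, the smallest that 3 mice against 3 allow). Lgals3 (ENSMUSG00000050335, chromosome 14 from 47367751 to 47386160), which encodes galectin-3, was at 57.7 ± 17.4 CPM (SD, n = 8) in old mice and 2.82 ± 0.628 CPM (SD, n = 8) in young mice, a log2 fold change of 4.36 (standard error 0.22, adjusted p = 2.48e-12 from edgeR's quasi-likelihood test). In SOD1 G93A mice its log2 fold change was 4.76 (standard error 0.41, adjusted p = 0.000182), which did not differ from that in aging by the interaction test (adjusted p = 0.639). C1qa, which encodes a chain of complement C1q, had log2 fold changes of 2.09 in old mice and 3.59 in SOD1 G93A mice, and the difference passed the interaction test (adjusted p = 0.00034). On the adaptive list, Cd84 had log2 fold changes of 2.31 and 3.72, and H2-K1, a major histocompatibility class I gene with close paralogs, had 1.38 and 2.01.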

GSEA analysis of the 404 transcripts that overlap indicates these genes largely mediate inflammatory, innate, and adaptive immune processes (Figure 3c). Analysis of downregulated transcripts in common between aged and ALS‐affected spinal cords revealed genes known to mediate the assembly, stability, and function of synapses (Figure 3d).

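Of the 6 genes lower in old mice and the 169 lower in SOD1 G93A mice, 1 gene was lower in both. This was Myoc (ENSMUSG00000026697, chromosome 1 from 162639155 to 162649693), which encodes myocilin and overlaps Myocos on the other strand. Myoc was at 11.1 ± 7.05 CPM (SD, n = 8) in old mice and 41.5 ± 6.55 CPM (SD, n = 8) in young mice, a log2 fold change of -1.91 (standard error 0.21, adjusted p = 2.61e-07 from edgeR's quasi-likelihood test). One old mouse stood apart at 27.6 CPM, while the other 7 lay between 5.98 and 12.1 CPM. In SOD1 G93A mice Myoc was at 18.1 ± 2.89 CPM (SD, n = 3) against 46.6 ± 5.67 CPM (SD, n = 3) in control mice (log2 fold change -1.37, standard error 0.14, adjusted p = 0.000337). The other 5 genes lower in old mice, named here after their values were seen, were Hspa1b, Spata1, Car3, Bves and Gm45234. Hspa1b has a near-identical paralog, Gm45234 overlaps Atn1 and Grcc10, and Spata1 overlaps Ctbs on the other strand, so their counts are uncertain. Of the 161 genes lower in SOD1 G93A mice that were tested in aging, 137 (85.1%) had a negative log2 fold change in old mice, compared with 50.6% of all protein-coding genes tested in both. Their median log2 fold change was -1.18 in SOD1 G93A mice and -0.21 in old mice, and 55 were lower in old mice with an adjusted p-value under 0.05. On a list of synaptic genes, written from general knowledge before the data were examined, 76 of 160 genes tested in aging and 108 of 163 tested in ALS were lower with an adjusted p-value under 0.05. The log2 fold change passed -1 for 0 of these genes in old mice and for 14 in SOD1 G93A mice. Among synaptic genes with the smallest adjusted p-values in aging, Ptprd (ENSMUSG00000028399, chromosome 4 from 75941238 to 78211961), which encodes a presynaptic receptor phosphatase, was at 256 ± 14.9 CPM (SD, n = 8) in old mice and 344 ± 19.4 CPM (SD, n = 8) in young mice. Its log2 fold change was -0.43 in old mice (standard error 0.04, adjusted p = 1.36e-07) and -0.51 in SOD1 G93A mice (standard error 0.13, adjusted p = 0.0165). With 1 library left out, its largest adjusted p-value in SOD1 G93A mice was 0.0769. Unc13a, which overlaps Colgalt1 on the other strand, had log2 fold changes of -0.37 and -0.66. Gria2, which encodes a glutamate receptor subunit, had -0.47 in old mice and -0.37 in SOD1 G93A mice, where its adjusted p-value was 0.0718. Among those with the smallest adjusted p-values in ALS, Chrna7 had a log2 fold change of -1.56 in SOD1 G93A mice (adjusted p = 0.00174) and -0.21 in old mice (adjusted p = 0.167), and Slc5a7, the choline transporter of cholinergic neurons, had -1.08 (adjusted p = 0.000344) and -0.13 (adjusted p = 0.206). The change of both differed between aging and ALS by the interaction test (adjusted p = 0.000126 and 3.13e-05).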

**Figure 3:**
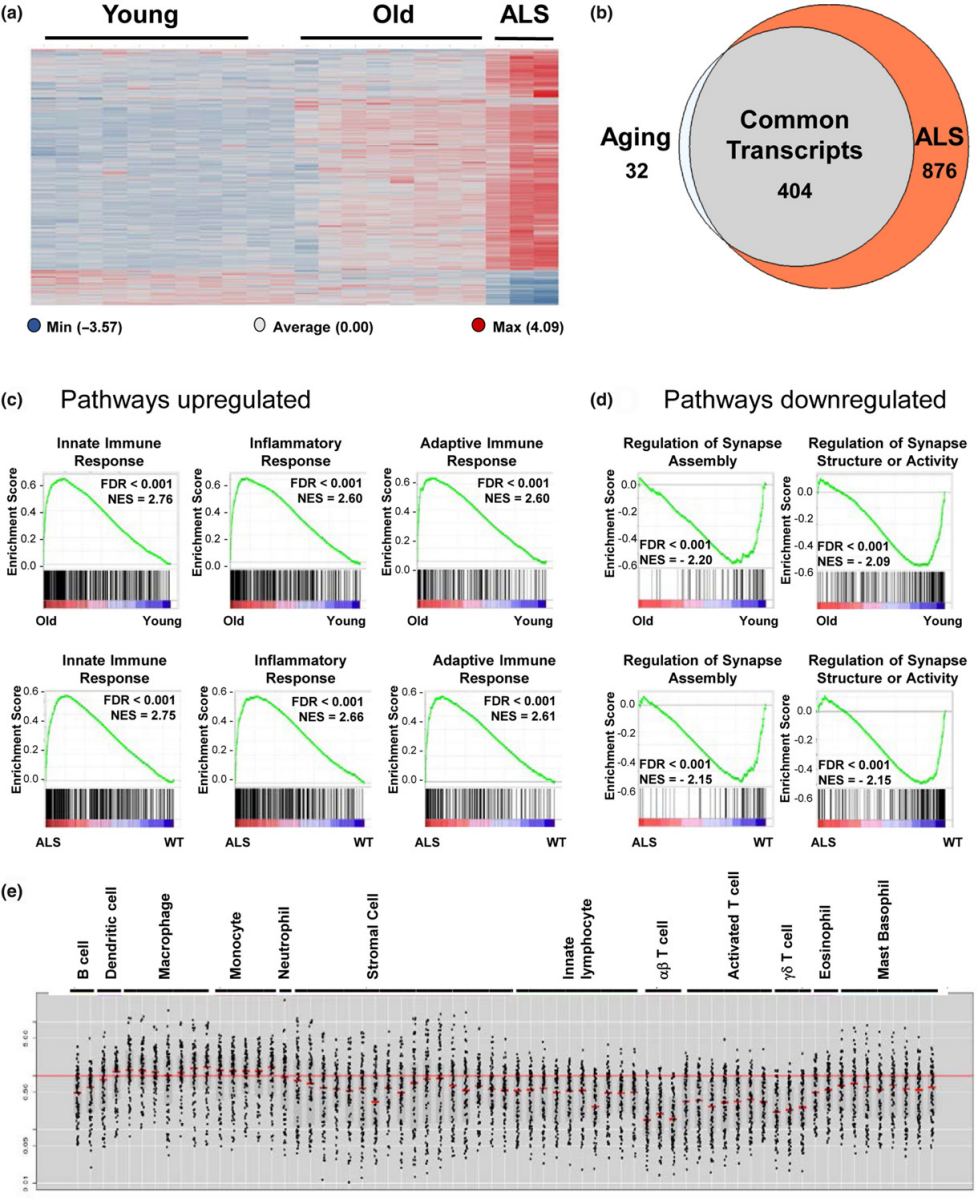
Similar transcriptional alterations occur during aging and amyotrophic lateral sclerosis. (a) Heatmap comparing differentially expressed protein‐coding transcripts (absolute log fold change >1 and adjusted *p*‐value <0.05) in whole spinal cord from young wild‐type compared with old wild‐type and symptomatic SOD1^G93A^ mice compared with wild‐type controls. Dataset includes eight young male mice at 3–4 months and eight old male mice at 18–24 months to examine aging‐related changes. Whole spinal cords from three SOD1^G93A^ mice (two female and one male) and three wild‐type control mice (two female and one male) at 5 months were used to examine changes due to ALS. Red signal indicates high relative expression, and blue signal indicates low relative expression. (b) Venn diagram illustrating the overlap between transcripts upregulated (log fold change >1 and adjusted *p*‐value <0.05) in aged spinal cords compared with young controls and ALS spinal cords compared with healthy controls. (c) Major representative pathways upregulated in aging and disease cohorts. (d) Major representative pathways downregulated in aging and disease cohorts. (e) Upregulated genes in aging and ALS with highest fold change are compared with ImmGen transcriptional profiles for major classes of immune cells. The means‐normalized expression value of each gene in different immune cell populations is shown as a scatter plot.

Transcripts with the highest level of expression increased in both ALS and aging were compared with data generated by the Immunological Genome (ImmGen) project, a consortium that has mapped gene expression patterns in major classes of immune cell types (Heng & Painter, 2008). The purpose of this analysis was to understand the cellular basis underlying the increased immune and inflammatory response during aging and ALS. Transcripts upregulated in both the ALS vs. wild‐type and the old vs. young comparisons were compared with transcriptional profiles of immune cell populations in the ImmGen v2 dataset to generate a W‐plot (Figure 3e). In this analysis, the y‐axis is the ratio of gene expression value in one population relative to the average in all populations and the red line at *y* = 1 indicates the point where the gene expression value in a given immune cell population is equal to the average value in all populations. The vertical columns represent different immune cell populations, and some cell types have more representation within this ImmGen database relative to other classes of immune cells. The major populations increased in ALS and aging were from monocyte and macrophage lineages. These changes are consistent with other studies that have found robust activation of these cells as part of the immune response during ALS disease progression and aging (Butovsky et al., 2012; Chiu et al., 2009; Galbavy et al., 2017; Kullberg, Aldskogius, & Ulfhake, 2001; Zondler et al., 2016).

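The ImmGen profiles were not used here, so genes typical of each immune cell type were taken from lists written from general knowledge before the data were examined. Of the 10 genes on the monocyte and macrophage list that were tested in both comparisons, 7 were among the 284 shared genes (Fisher's exact test, p = 9.2e-10 after adjustment over 20 lists). The mean log2 fold change of this list was 1.84 in old mice, with 10 of 10 genes increased, and 4.02 in SOD1 G93A mice, with 17 of 17 increased. Its adjusted p-values from limma's camera were 4.12e-35 in aging and 1.95e-30 in ALS. Cd68 (ENSMUSG00000018774, chromosome 11 from 69664213 to 69666153), a lysosomal protein of macrophages and microglia, was at 53.3 ± 10.7 CPM (SD, n = 8) in old mice and 5.74 ± 1.59 CPM (SD, n = 8) in young mice, and every old mouse was above every young mouse. Its log2 fold change was 3.20 in old mice (standard error 0.15, adjusted p = 6.53e-13 from edgeR's quasi-likelihood test) and 4.45 in SOD1 G93A mice (standard error 0.29, adjusted p = 8.14e-05). Lyz2 had log2 fold changes of 4.84 and 6.24 and Mpeg1 of 2.32 and 3.87. Itgam, which overlaps Gm49368 on the same strand, had a log2 fold change of 1.0006 in old mice, just past the threshold, and fell to 0.96 when 1 of the libraries was left out. Lists of microglial genes were increased as well. RNA of whole spinal cord does not separate microglia from monocytes and macrophages that enter the tissue. A list of genes of homeostatic microglia had a mean log2 fold change of 0.63 in old mice and 1.27 in SOD1 G93A mice, and a list of genes of disease-associated microglia had 1.94 and 3.29. For the other immune cell types few genes had enough counts to be tested. In aging, 2 of 17 T cell genes, 2 of 13 B cell genes, 0 of 14 natural killer cell genes and 3 of 15 neutrophil genes listed in the tables were tested, and in ALS 4, 3, 1 and 3, so these lists were not tested as a whole. Among these genes, 1 B cell gene and 1 neutrophil gene were higher past both thresholds in aging. In ALS, 1 B cell gene, 1 natural killer cell gene and 2 neutrophil genes were higher and 1 neutrophil gene was lower. On the dendritic cell list, 5 genes were tested in aging, with an adjusted p-value of 0.0538 from camera and 0.000291 from the exact permutation test of the mean per mouse, and 6 in ALS, with 0.0291 from camera and 0.107 from the exact test.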

To further explore our findings that genes known to mediate the function of synapses are decreased in both aging and ALS, we tested the impact of SIRT1 overexpression in motor neurons in the SOD1^G93A^ line. We did not observe a statistically significant difference in the number of innervated or denervated NMJs in a cohort of three to five sib pair controlled ALS mice overexpressing SIRT1 in motor neurons (Figure 4a–d). Nonetheless, overexpression of SIRT1 in motor neurons delayed disease progression such that transgenic mice reached disease endpoint five days later than gender‐ and litter‐matched sib pairs with wild‐type levels of SIRT1 (Figure 4e).

**Figure 4:**
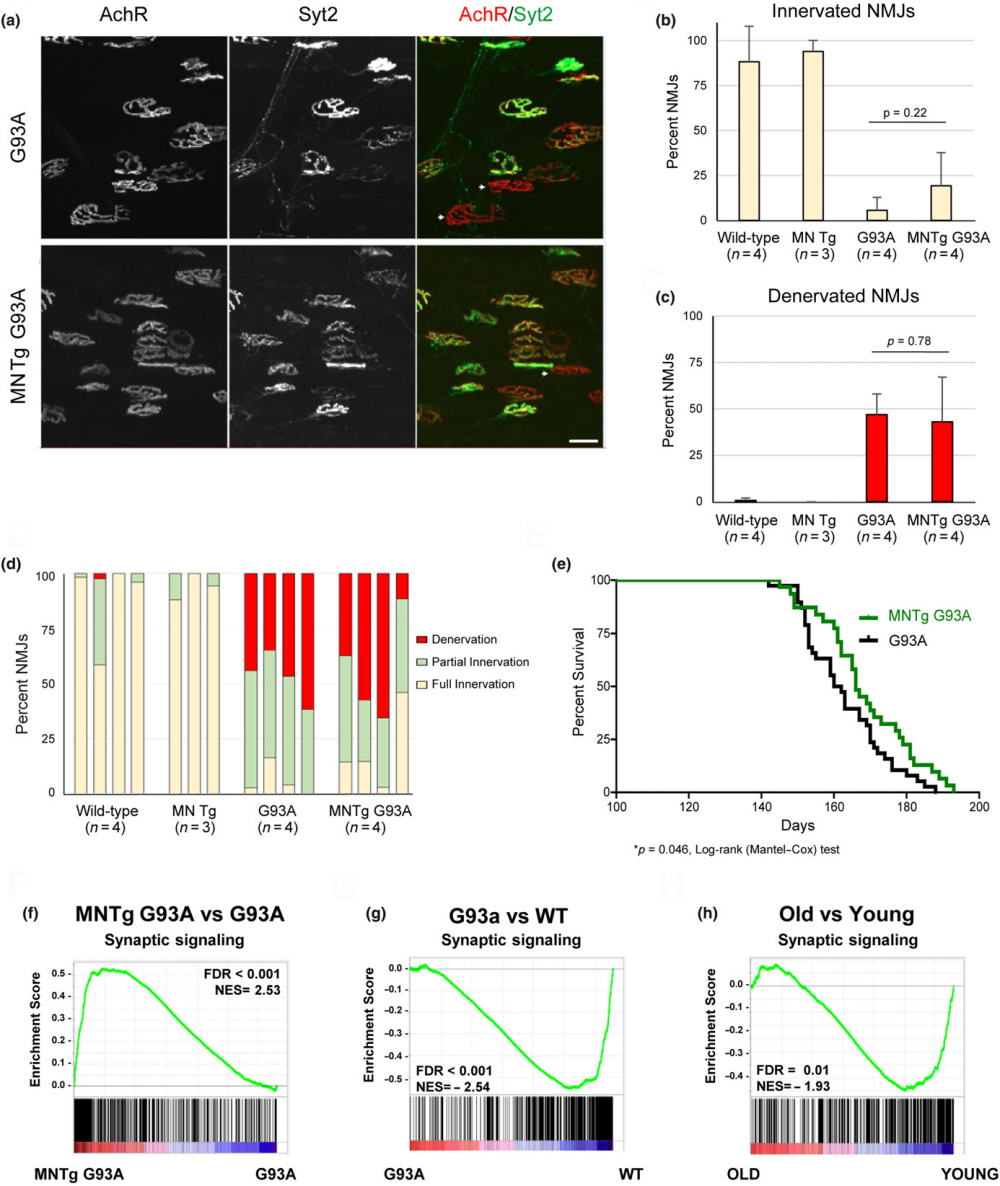
SIRT1 overexpression in motor neurons is protective in the SOD G93A model of amyotrophic lateral sclerosis. (a) Representative images of NMJ clusters in symptomatic SOD1^G93A^ and SOD1^G93A^ mice that overexpress SIRT1 in motor neurons. White arrows point to denervated NMJs. Scale bar = 20 μm. (b) Quantification of innervated NMJs from wild‐type (four male), motor neuron transgenic (three male), SOD1^G93A^ (three male, one female), and SOD1^G93A^ mice that overexpress SIRT1 (three male, one female). Unpaired *t* tests were used to compare innervation in litter‐matched SOD1^G93A^ and SOD1^G93A^ mice that overexpress SIRT1. Values reported as mean ± *SD*. (c) Quantification of denervated NMJs from wild‐type (four male), motor neuron transgenic (three male), SOD1^G93A^ (three male, one female), and SOD1^G93A^ mice (three male, one female) that overexpress SIRT1. Unpaired *t*‐tests were used to compare denervation in litter‐matched SOD1^G93A^ and SOD1^G93A^ mice that overexpress SIRT1. Values reported as mean ± *SD*. (d) NMJs were characterized as innervated, partially innervated, or denervated depending on the degree of overlay between the motor axon and AChR clusters and quantification of NMJ innervation. (e) Kaplan–Meier survival curve comparing SOD1^G93A^ with litter‐ and gender‐matched motor neuron transgenic SOD1^G93A^ mice that overexpress SIRT1 in motor neurons (16 male SOD1^G93A^ mice; 15 male MNTg SOD1^G93A^; 22 female SOD1^G93A^ mice; 16 female MNTg SOD1^G93A^ mice). *p < 0.05, log‐rank (Mantel–Cox) test. Comparison of synaptic signaling pathways in (f) motor neuron transgenic SOD1^G93A^ relative to SOD1^G93A^ mice (g) SOD1^G93A^ relative to wild‐type mice and (h) old relative to young mice.

To investigate whether SIRT1 influences synaptic signaling pathways in ALS motor neurons, we used transcriptomic analysis to compare MNTg SOD1^G93A^ mice with SOD1^G93A^ sib pairs. Using GSEA tools to detect coordinated changes in functionally related genes, we observed a statistically significant enrichment in synaptic signaling (FDR <0.001, NES = 2.53) in MNTg SOD1^G93A^ mice relative to sib pair controls overexpressing SOD1^G93A^. We found that this gene set is decreased both during aging of wild‐type animals and during ALS progression and these changes are reversed in the MNTg G93A mice (Figure 4f–h). These findings demonstrate that SIRT1 plays an important role in motor neurons, preserving the integrity of motor units during aging and ALS disease progression.

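For this set of genes, the aging and ALS comparisons were tested with the list of 164 synaptic genes, and MNTg SOD1 G93A mice were not analysed here. The mean log2 fold change of the list was -0.17 in old mice, with 137 of 160 genes decreased, and -0.53 in SOD1 G93A mice, with 155 of 163 decreased. The adjusted p-values from limma's camera were 9.0e-13 in aging and 3.93e-20 in ALS. With the correlation between the genes of the list estimated from the data, these became 0.0913 and 0.231. With pre-ranked gene set enrichment in the place of camera, the list had an adjusted p-value under 0.05 in both. Old mice had a mean log2 CPM over the list of 6.25 ± 0.07 (SD, n = 8), compared with 6.42 ± 0.05 (SD, n = 8) in young mice (exact permutation test, two-sided p = 0.000622, adjusted p = 0.00104 over 15 lists). One old mouse was above the lowest young mice at 6.40, and the other 7 old mice lay between 6.16 and 6.26. The mean was 5.73 ± 0.22 (SD, n = 3) in SOD1 G93A mice and 6.27 ± 0.04 (SD, n = 3) in control mice (exact permutation test, p = 0.1, the smallest that 3 mice against 3 allow). After a correction for GC content and gene length, chosen for the gene lists after the data had been seen, the mean log2 fold change was -0.11 in old mice and -0.44 in SOD1 G93A mice. Other neuronal genes decreased too. A list of 38 neuronal genes that are not synaptic had a mean log2 fold change of -0.13 in old mice (adjusted p = 0.000237 from camera) and -0.61 in SOD1 G93A mice (adjusted p = 1.47e-12). A list of 17 motor neuron genes had a mean log2 fold change of -0.10 in old mice, which did not pass camera (adjusted p = 0.149) but passed the exact permutation test of the mean per mouse (p = 0.0347, adjusted p = 0.04), and -1.03 in SOD1 G93A mice (adjusted p = 1.07e-10).

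**Figure D2:**
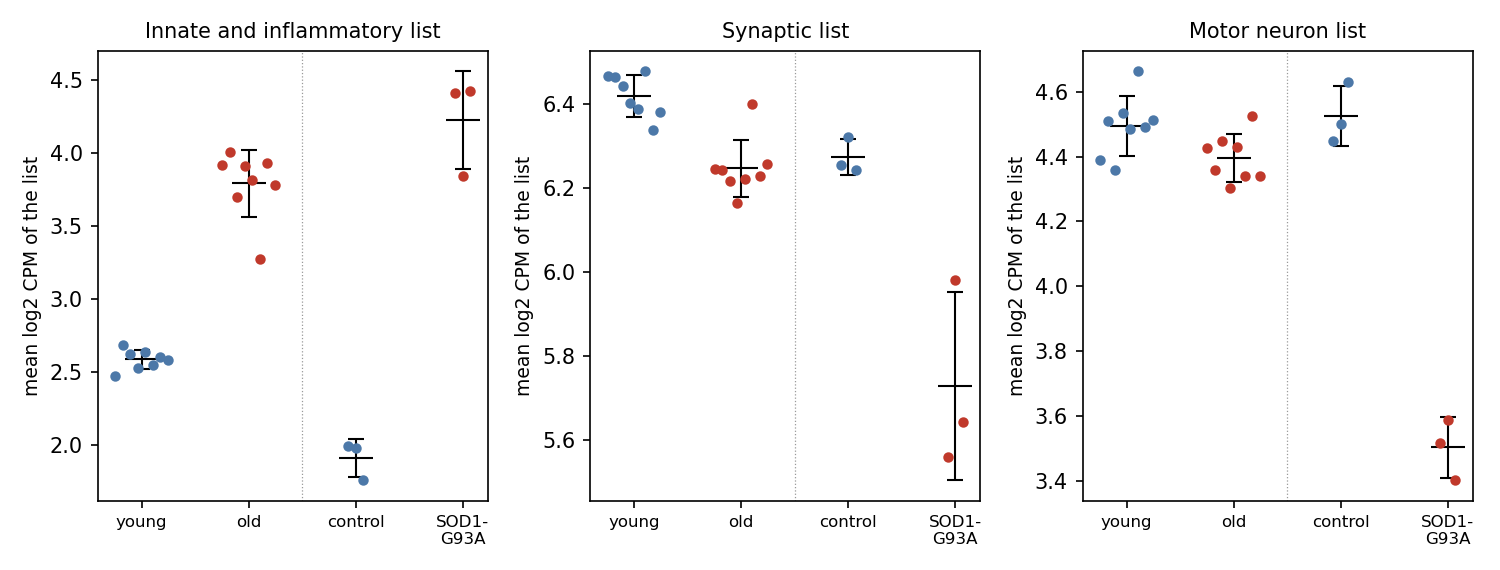
Each point is 1 mouse, and the vertical axis is the mean log2 CPM over the tested genes of the list named above each panel; bars are the mean ± SD of 8 young, 8 old, 3 control and 3 SOD1 G93A mice. The dotted line parts the aging from the ALS experiment, which used different library kits and are not compared in level. On the synaptic list, old mice average 6.25 and young mice 6.42, and SOD1 G93A mice average 5.73 and control mice 6.27.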

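The genes of the mitochondrial respiratory chain were tested in SOD1 G93A mice against wild-type control mice with lists written from general knowledge before the data were examined, and MNTg SOD1 G93A mice were not analysed here. The 36 nuclear genes for subunits of complex I had a mean log2 fold change of -0.19 in SOD1 G93A mice, with 30 genes decreased and 9 of them with an adjusted p-value under 0.05 (adjusted p = 0.00135 for the list from limma's camera). Their mean log2 CPM was 5.88 ± 0.05 (SD, n = 3) in SOD1 G93A mice and 6.06 ± 0.04 (SD, n = 3) in control mice (exact permutation test, p = 0.1, the smallest that 3 mice against 3 allow). Of 17 genes for the assembly of complex I, 14 were decreased, with a mean log2 fold change of -0.20 (adjusted p = 0.0291). With 1 library left out, the largest adjusted p-value of this list from camera was 0.0683. The 40 genes for subunits of the other complexes of oxidative phosphorylation had a mean of -0.19, with 36 decreased (adjusted p = 0.000574). The 13 protein-coding genes of mitochondrial DNA had a mean of -0.57, with 13 of 13 decreased (adjusted p = 1.15e-05). With the correlation between the genes of a list estimated from the data, none of these 4 lists had an adjusted p-value under 0.05 in ALS. A correction for GC content and gene length was chosen for the gene lists after the data had been seen. After it, the means of the 4 lists in SOD1 G93A mice, in the order above, were -0.31, -0.26, -0.30 and -0.53. No single gene of the 4 lists was past both thresholds. Ndufv2 (ENSMUSG00000024099, chromosome 17 from 66078638 to 66101559), a subunit of complex I, was at 122 ± 13.1 CPM (SD, n = 3) in SOD1 G93A mice and 163 ± 3.72 CPM (SD, n = 3) in control mice. Its log2 fold change was -0.42 (standard error 0.10, adjusted p = 0.0114 from edgeR's quasi-likelihood test), and with 1 library left out its largest adjusted p-value was 0.0532. Ndufa9 had a log2 fold change of -0.41 and Ndufs1, which overlaps Eef1b2 on the other strand, had -0.51. With 1 library left out, their largest adjusted p-values were 0.0631 and 0.065.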

Another interesting set of genes reduced in SOD1^G93A^ animals relative to wild‐type mice and increased in MNTg SOD1^G93A^ relative to SOD1^G93A^ are oxidative phosphorylation and mitochondrial respiratory chain I biogenesis genes (Supporting Information Figure S2). Several targets of SIRT1 including PGC‐1α and FoxO1/3 have been previously shown to influence mitochondrial biogenesis, antioxidant formation, and inflammation (Brunet, 2004; Lagouge et al., 2006). 

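In aging, the same lists changed little. The complex I subunit genes had a mean log2 fold change of 0.09 in old mice, with 30 of 36 genes increased, 7 of them with an adjusted p-value under 0.05, and 0 decreased at that level (adjusted p = 0.027 from limma's camera). Their mean log2 CPM was 6.28 ± 0.07 (SD, n = 8) in old mice and 6.20 ± 0.07 (SD, n = 8) in young mice (exact permutation test, two-sided p = 0.0325, adjusted p = 0.04 over 15 lists). The genes of the other complexes of oxidative phosphorylation had a mean log2 fold change of 0.09, with 36 of 40 increased (adjusted p = 0.0121). The complex I assembly genes had 0.02 (adjusted p = 0.932) and the genes of mitochondrial DNA had 0.04 (adjusted p = 0.846). After a correction for GC content and gene length, chosen for the gene lists after the data had been seen, the means for complex I subunits, complex I assembly and the other complexes turned negative, at -0.03, -0.02 and -0.02 (adjusted p = 0.236, 0.505 and 0.53). Ndufb8 (ENSMUSG00000025204, chromosome 19 from 44548572 to 44555440), which overlaps Gm20538, had a log2 fold change of 0.21 in old mice (standard error 0.05, adjusted p = 0.00168 from edgeR's quasi-likelihood test) and -0.36 in SOD1 G93A mice (standard error 0.10, adjusted p = 0.0233). With 1 library left out, its largest adjusted p-value in SOD1 G93A mice was 0.1. The difference passed the interaction test (adjusted p = 8.82e-05). Ppargc1a, which encodes PGC-1α, had a log2 fold change of -0.19 in old mice (adjusted p = 0.133) and -0.51 in SOD1 G93A mice (adjusted p = 0.0246), and these did not differ by the interaction test (adjusted p = 0.156). With 1 library left out, the largest adjusted p-value of Ppargc1a in SOD1 G93A mice was 0.106.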

While we did not observe a statistically significant impact on these pathways in wild‐type mice with aging (data not shown), it is possible that an effect might have been apparent in older animals, as the SOD1^G93A^ exhibit more severe neuromuscular pathology that is observed during normal aging.

## 3 DISCUSSION

The goal of this study was to examine the impact of SIRT1 on NMJs during aging and affected by ALS using the SOD1^G93A^ mouse model. We found that SIRT1 is dispensable for the normal development and stability of NMJs in young mice; however, SIRT1 overexpression helped protect motor neurons from the damaging effects of aging in older animals. SIRT1 overexpression slowed disease progression in the high copy SOD1^G93A^ model of ALS, and transcriptional analysis of spinal cord showed extensive overlap in transcriptional changes that occur centrally in the SOD1^G93A^ model of ALS and during normal aging of wild‐type mice with a substantial upregulation of immune and inflammatory response genes.

In presymptomatic SOD1^G93A^ mice, immune activation in the peripheral and central nervous system begins focally and becomes widespread after clinical onset (Alexianu, Kozovska, & Appel, 2001; Chiu et al., 2009; Hall, Oostveen, & Gurney, 1998). Macrophage activation in the peripheral nervous system occurs in parallel with microglial activation and T‐cell infiltration in the spinal cord (Chiu et al., 2009). During the disease process, spinal cord‐derived microglia recruit inflammatory monocytes, and this process correlates with neuronal loss (Butovsky et al., 2012). During aging, immune cell infiltration also begins long before late‐stage degeneration with increases in T cell, microglial, and macrophage markers seen in the spinal cord during middle age (Galbavy et al., 2017; Galbavy, Kaczocha, Puopolo, Liu, & Rebecchi, 2015; Kullberg et al., 2001). One of the molecular mechanisms underlying this change may be the deacetylation of IFN regulatory factor 8 (IRF8) by SIRT1, which negatively regulates inflammatory cytokine production and affects macrophage infiltration during inflammation (Jia et al., 2017). Many degenerative and inflammatory changes have been previously reported in both ALS and aging; however, our study is the first to report the extensive nature of transcriptional overlap in these conditions.

In contrast to the many proinflammatory genes that were upregulated, we identified fewer downregulated transcriptional pathways in ALS and aging. However, one of the patterns that emerged was a general loss of transcripts associated with synapse activity and structure, consistent with the structural and functional degeneration we noted at the neuromuscular synapse by morphological analysis in the aging and ALS‐affected cohorts. 

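Higher genes made up 98% of the 297 and 6 genes called in old mice and 87.9% of the 1223 and 169 called in SOD1 G93A mice. Without a threshold on the fold change the numbers were closer, with 1838 genes higher and 1757 lower in old mice and 2635 higher and 2231 lower in SOD1 G93A mice. Of the 6 lower genes in old mice, 1 had no overlap between old and young mice. The number of genes lower in old mice depended on how low counts were handled, with 26 when no filter was applied and 2 when at least 10 counts were required in every library. Among the 15 lists with at least 5 tested genes, the mean log2 fold change was lowest in old mice for the oligodendrocyte list, at -0.25, and lowest in SOD1 G93A mice for the motor neuron list. The highest were those of the disease-associated microglia list in old mice, at 1.94, and the monocyte and macrophage list in SOD1 G93A mice. In old mice the monocyte and macrophage list was close, at 1.84. Over the fits that each left out 1 library it reached up to 2.23, while the disease-associated list reached at most 2.02. The filter on low counts was applied anew in each fit, so the genes averaged could differ between fits. Whether the left-out library or a change of the tested genes moved the mean was not tested. The ranking of these lists in old mice is therefore not settled.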

The reversal of these transcriptional changes in MNTg SOD1^G93A^ mice relative to SOD1^G93A^ animals supports the hypothesis that SIRT1 plays an important role in preserving synaptic function.

Our transcriptional analysis also showed that SIRT1 overexpression in motor neurons suppresses changes in transcripts involved in oxidative phosphorylation and mitochondrial respiratory chain complex 1 biogenesis in SOD1^G93A^ mice (Supporting Information Figure S2). Several targets of SIRT1 including PGC‐1α and FoxO1/3 have been previously shown to influence mitochondrial biogenesis, antioxidant formation, and inflammation (Brunet, 2004; Lagouge et al., 2006). These findings are interesting because mitochondrial dysfunction and the formation of reactive oxygen species are thought to occur in SOD1 mutation carriers as well as patients with C9ORF72 mutations, mutant TDP43, and FUS during ALS pathogenesis (Lopez‐Gonzalez et al., 2016; Onesto et al., 2016).

One of the important future directions of this work will be to investigate whether SIRT1 activity in motor neurons is altered during ALS pathogenesis. One approach to this experiment is to investigate the acetylation status of well‐characterized SIRT1 targets. However, many of the acetyl‐specific antibodies that are reliable in cell culture are not sufficiently sensitive to detect post‐translationally modified proteins expressed endogenously in animal tissues. Moreover, motor neurons comprise only 2–3 percent of total spinal cord input, and isolating these cells from an adult animal is technically difficult. Another confound is that SIRT1 substrates are targets for multiple histone deacetylases, so these experiments will require highly sensitive and specific techniques.

Identifying the tissue type responsible for a disease‐modifying intervention is important because penetration of bioactive compounds must occur in the appropriate compartment for a therapy to be effective. In our study, we did not observe significant alteration in protein levels of SIRT1 in either brain or spinal cord in late‐stage SOD1^G93A^ mice. However, we observed a substantial increase in SIRT1 in skeletal muscle from ALS mice (Figure 1e), possibly a consequence of denervation and fiber type switching that occurs during the disease process. We found that overexpressing SIRT1 in skeletal muscles does not affect disease progression (data not shown) and also observed that deleting SIRT1 in skeletal muscles from SOD1^G93A^ mice has no effect on the innervation status of NMJs (Supporting Information Figure S3). These findings suggest that SIRT1 in skeletal muscles does not play a crucial role in NMJ degeneration and ALS progression.

While this mouse model does recapitulate many features of ALS, mice do not spontaneously develop motor neuron disease when endogenous SOD1 is mutated. Moreover, the majority of patients with ALS have sporadic disease and do not harbor the SOD1^G93A^ mutation. Human studies are more likely to be carried out using pharmacotherapies initiated after patients become symptomatic and these treatments are also subject to metabolism and off‐target effects.

Our findings raise the possibility that interventions aimed at slowing aging might also slow the progression of ALS. In particular, SIRT1 activator compounds or NAD^+^ precursors may be of benefit, but any efficacy will demand that compounds cross the blood–brain barrier to reach motor neurons. Drugs that modulate inflammation by targeting macrophage activation and monocyte recruitment may be another promising approach. In conclusion, our findings suggest that ALS may be considered an extreme form of spinal cord aging that targets motor neurons, and that strategies to slow aging may be effective treatments for this disease.

## 4 EXPERIMENTAL PROCEDURES

### 4.1 Mouse studies

All animal experiments were performed in accordance with protocols approved by the Institutional Animal Care and Use Committee of Massachusetts Institute of Technology. Motor neuron transgenic mice were created by breeding animals with a floxed‐stop cassette upstream of mouse Sirt1 cDNA in the collagen A1 locus (received from Sinclair Lab, also available from Jackson Laboratory, stock number 32033‐JAX) with animals expressing Cre recombinase under the choline acetyltransferase promoter (Jackson Laboratory, stock number, 006410). Tissue‐specific knockout mice were created by breeding animals with loxP sites flanking exon 4 of mouse sirtuin 1 (Jackson Laboratory, stock number 029603) with animals expressing Cre recombinase under the choline acetyltransferase promoter (Jackson Laboratory, stock number 006,410) or the muscle creatine kinase promoter (Jackson Laboratory, stock number 006475). High copy SOD1^G93A^ animals (Jackson Laboratory, stock number 004435) were maintained on a C57Bl6 background and monitored for copy number drops using quantitative PCR genotyping.

Survival analysis was performed by breeding SOD1^G93A^ animals with SIRT1 motor neuron transgenic animals to identify SOD1^G93A^ offspring with litter‐ and gender‐matched SIRT1 MNTg SOD1^G93A^ siblings. ALS mice were monitored, and animals with nondisease‐related deaths were excluded from analysis along with their sib pairs. Endpoint was defined as the day when animals became unable to right themselves within 15–30 s when placed on either side. Statistical analysis was performed with log‐rank (Mantel–Cox) testing, and Kaplan–Meier curves were generated using GraphPad Prism 5 software.

### 4.2 Western blot

Spinal cords and gastrocnemius muscles were dissected from three male SOD1^G93A^ mice and gender‐ and litter‐matched control mice at 5.5 months and stored at −80°C until processed for western blot analysis. Tissues were homogenized in RIPA buffer with protease and phosphatase inhibitors (Roche) and centrifuged for 10 min at >10,000× *g*. Supernatant proteins were normalized using BCA assay (Pierce) and subjected to SDS–PAGE using the Criterion gel system (Bio‐Rad) followed by transfer to PVDF membranes. Standard western blot procedures were followed using 5% milk in PBS as blocking solution and antibodies to SIRT1 (Sigma, catalog # HPA 006295) and GAPDH (Sigma, catalog # G9545) at 1:1,000 dilution. HRP‐labeled secondary antibodies were used at 1/5,000 dilution, and membranes were developed with SuperSignal (Pierce) or Clarity (Bio‐Rad) for ECL detection.

### 4.3 RNA analysis

RNA extraction was performed from whole spinal cords on eight male mice at 3–4 months and eight male mice at 18–24 months to examine aging‐related changes. Whole spinal cords from three SOD1^G93A^ mice (two female and one male) and three wild‐type control mice (two female and one male) at 5 months were used to examine changes due to ALS. Analysis of three SOD1^G93A^ mice (two female and one male) and three MNTg‐SOD1^G93A^ mice (two female and one male) at 5 months was used to examine changes due to SIRT1 overexpression in the SOD1^G93A^ model. RNA was extracted with TRIzol and purified using RNA Miniprep kit (Qiagen). RNA libraries were sequenced on the Illumina HiSeq 2000 platform.

RNA‐seq data were aligned and summarized using STAR version 2.5.3a, RSEM version 1.3.0 (Li & Dewey, 2011), samtools/1.3 (Li et al., 2009), and the ensemble version 88 annotation of the mm10 mouse genome assembly. Differential expression analysis was done with R version 3.4.0 and DESeq2 version 1.16.1 (Anders & Huber, 2010), and differentially expressed genes were defined as those having an absolute log2 fold change greater than 1 and an adjusted p‐value less than 0.05. Data parsing and clustering were done using Tibco Spotfire Analyst 7.6.1. Mouse genes were mapped to human orthologs using Mouse Genome Informatics (https://www.informatics.jax.org/) orthology report, and GSEA analysis was performed using javaGSEA version 2.3.0 with msigDb version 6.0 (Subramanian, Tamayo, & Mootha, 2005) gene sets. The 404 genes increased both in the ALS vs. wild‐type and in the old vs. young comparisons were filtered to select those with at least 25 counts in all replicates in order to select transcripts with the most consistent and high level of expression in our dataset. 

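Of the 284 genes higher in both comparisons here, 80 had at least 25 counts in all 22 libraries. Of the paper's 404 genes, 78 met the same criterion. Among the 80 genes, 16 were on the list of innate and inflammatory genes, 5 on the list of adaptive immune genes and 4 on the list of monocyte and macrophage genes. When the minimum was required in the old and SOD1 G93A libraries only, where these genes were increased, 169 genes met it. With at least 10 counts in all libraries there were 163 genes, and with at least 50 there were 38. Of the paper's 404 genes, 122 were removed by the filter on low counts in aging. Their highest count in any aging library had a median of 17.5.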

The ImmGen data browser (https://rstats.immgen.org/MyGeneSet/) was used to compare this dataset with gene signatures characteristic of different immune cell populations. The data described in this study are available under the GEO accession number GSE106803.

### 4.4 Immunohistochemistry

Animals were euthanized, and transcardial perfusion was performed with cold PBS followed by fresh 4% paraformaldehyde (PFA) in PBS, followed by an additional 30 min of postfixation in 4% PFA. The extensor digitorum longus (EDL) muscle was dissected and incubated for 1 hr at room temperature in blocking solution (0.5% Triton X‐100, 3% BSA, 5% goat serum in PBS). EDL muscles were then incubated with Alexa‐555‐conjugated α‐bungarotoxin (fBTX, Life Technologies; 1:1,000) and synaptotagmin‐2 (znp‐1, Zebrafish International Resource Center; 1:100) for 24 hr at 4°C in blocking solution. Following three washes with PBS, EDL muscles were incubated for 2 hr with Alexa‐488‐conjugated secondary anti‐mouse IgG2a antibody (Life Technologies; 1:1,000) diluted in blocking buffer. EDL muscles were whole‐mounted onto slides using Vectashield (Vector Labs) for confocal analysis.

### 4.5 Neuromuscular junction analysis

To analyze structural features at NMJs, maximum intensity projections of confocal stacks were created using ZEN software (Zeiss). The presynaptic region of motor axons was visualized with an antibody against synaptotagmin‐2 (Syt2), a protein that associates with synaptic vesicles, and the postsynaptic region was marked with fluorescently tagged alpha‐bungarotoxin, which binds with high affinity to muscle nicotinic acetylcholine receptors (AChRs). Fully innervated NMJs were characterized by the nearly perfectly apposition between the presynaptic and postsynaptic regions. NMJs were scored as partially innervated if there was incomplete overlap between pre‐ and postsynaptic regions. Denervated NMJs were characterized by nerve endings that were completely missing from postsynaptic sites.

### 4.6 Statistical analysis

Densitometry was performed using ImageJ software, and statistical analysis was carried out using GraphPad Prism 5 software. Unpaired *t* tests were used to compare levels of SIRT1 normalized to GAPDH in wild‐type and G93A animals for each tissue analyzed. NMJ analysis was performed by imaging over 100 NMJs per mouse in 10–12 different regions of the EDL muscles. Unpaired *t* tests were used to compare NMJs of wild‐type mice with animals having altered levels of SIRT1 from the same experimental cohort with litter‐ and gender‐matched sib pairs as described in prior studies (Valdez et al., 2010, 2012 ). Survival curve analysis was performed using log‐rank (Mantel–Cox) testing and Kaplan–Meier curves. Values of *p* < 0.05 were considered to be significant. The results are shown as mean ± *SD*.

## AUTHOR CONTRIBUTIONS

A.H. and L.G. involved in conceptualization. A.H., G.V., and C.W. performed formal analysis. T.H. N.M., A.H., G.V. K.P., and C.W. performed investigation. G.V., A.H., C.W., T.H., N.M., K.P. and L.G. involved in writing, review, and editing. A.H. and L.G. performed funding acquisition.

## Supporting information

 Click here for additional data file.

 Click here for additional data file.

 Click here for additional data file.

 Click here for additional data file.

# Supplementary material for: SIRT1 deacetylase in aging‐induced neuromuscular degeneration and amyotrophic lateral sclerosis
**Source:** Aging Cell. 2018 Oct 8;17(6):e12839. doi: 10.1111/acel.12839

**A****NMJ analysis in SIRT1 Muscle KO ALS mice**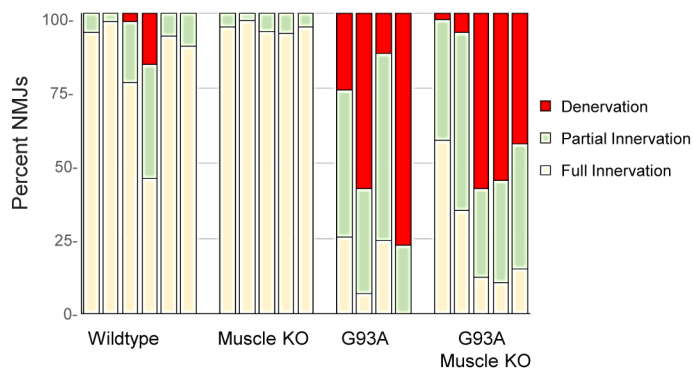**B****Innervated NMJs in SIRT1 Muscle KO ALS Mice**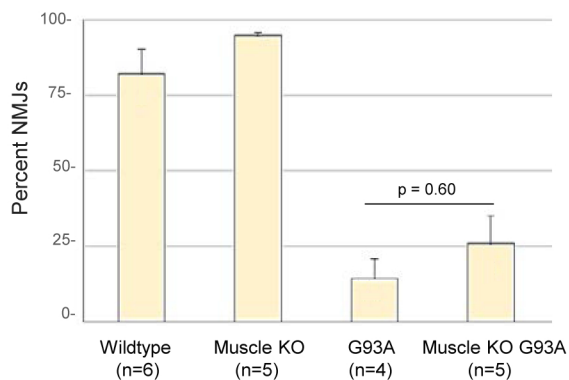**C****Denervated NMJs in SIRT1 Muscle KO ALS Mice**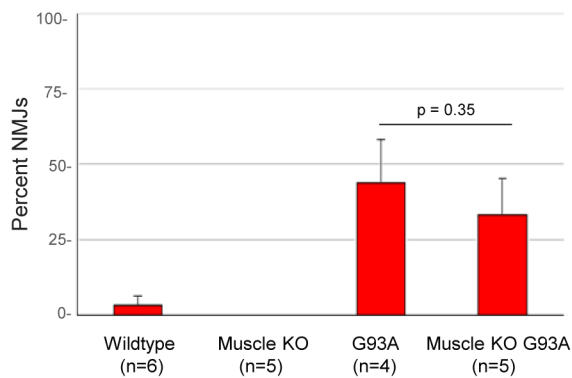

**Supplement:** Supplementary file 3

How the deposited data were processed for this re-analysis (not part of the article)

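RNA-seq of whole spinal cord was analysed from 22 mice in 4 groups: 8 young and 8 old wild-type male mice, 3 SOD1 G93A mice and 3 wild-type control mice. MNTg SOD1 G93A mice were not analysed here. The authors sequenced the libraries on an Illumina HiSeq platform, aligned the reads with STAR, and summarized them with RSEM on the Ensembl 88 annotation of the mm10 mouse genome. They then made 2 tables of 21995 genes. The authors deposited RSEM expected counts, without normalization between libraries, in one table. The authors deposited log2 values, the log2 of FPKM plus a pseudocount of 1, in the other table. In this second table, 304 values were above 0 where the expected count, as deposited, was 0. All per-sample columns of both tables were used. Each column names its group and a library, and the sample labels give replicate numbers that the columns do not carry, so libraries were assigned to groups and not to numbered replicates. No pair of libraries of a group held the same values. Over genes, the chi-square of their counts divided by its degrees of freedom was at least 2.57 in every pair, where sampling noise alone gives 1.

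The expected counts were rounded to whole numbers. Genes were called protein-coding by GENCODE M21, an annotation of the same genome build, a choice made after the tables were seen. It holds 21919 of the 21995 genes, of which 21797 are protein-coding, 122 are of another type, and 76 of the 21995 were not found in it. Gene positions are from the same annotation on GRCm38. Whether the authors' counting used the strand of the reads is not stated in the paper's text, so genes that overlap another gene are described as such. Analyses used R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, fgsea 1.28.0, Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9. For each comparison on its own, genes were kept by edgeR's filterByExpr with a minimum count of 10 and a minimum total of 15, libraries were scaled by TMM, and edgeR's quasi-likelihood test was applied with Benjamini-Hochberg adjustment over all genes tested. The thresholds were those of the paper, a log2 fold change beyond 1 in either direction and an adjusted p-value under 0.05. Standard errors of log2 fold changes were derived from the quasi-likelihood fit. CPM values are scaled by the TMM library sizes. A gene with 3 counts or fewer in every library of a group was treated as at the floor, and fold changes against such a group are given as lower bounds. Total counts, and the CPM to which 3 counts correspond, were computed for each library. The control and SOD1 G93A libraries were deeper than the young and old libraries.

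The overlap of the 2 comparisons was counted among protein-coding genes and tested with a one-sided Fisher's exact test against the genes tested in both, with 95% Wilson confidence intervals for the shares. The difference between the comparisons was tested as an interaction term in one edgeR fit of all 22 libraries, in which library kit and experiment coincide. The 20 gene lists were written from general knowledge before the data were examined, because the MSigDB gene sets and the ImmGen profiles were not used here. Lists with at least 5 tested genes, of which there were 15, were tested with limma's camera with an inter-gene correlation of 0.01 and adjusted over the lists. Beside it, the mean log2 CPM of each list per mouse, with a prior count of 2, was compared by an exact two-sided permutation test. With 8 mice against 8 this test has 12870 arrangements and a smallest p of 0.000155, and with 3 against 3 its smallest p is 0.1. The genes named in the text follow a rule set before the data were examined. It takes the genes the paper names, the 5 genes with the largest and the 5 with the smallest log2 fold change among those past both thresholds whose groups do not overlap, the 5 shared genes with the largest smaller log2 fold change, every gene lower in both comparisons, and at most 5 genes per list with the smallest adjusted p-values. The other genes lower in old mice, the beta-protocadherin genes, the genes of the sex chromosomes and Btbd16 fall outside this rule and were chosen after their values were seen.

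The edgeR procedure was tested on simulated data before use, with counts drawn for the real genes and 200 genes changed by a log2 fold change of 1.5. Of these, 100% were recovered among 13647 genes with the aging design and 99.5% among 14386 genes with the ALS design. None was recovered in the wrong direction. Of the calls, 4.91% and 6.54% fell on unchanged genes. A further list of genes lowered by a log2 fold change of 0.3 was not counted as unchanged. Recovery meant an adjusted p-value under 0.05 without a threshold on the fold change. Genes with low counts were not among those changed, and counts were drawn with the spread that edgeR had estimated. The simulation therefore does not show how the procedure treats low counts or another kind of spread. The alternatives set before the data were examined were DESeq2 with one fit per comparison or one fit of all libraries, RLE factors in edgeR, no filter on low counts, at least 10 counts in every library, all annotated genes, one edgeR fit of all libraries, correction for GC content and gene length by loess with a span of 0.3, glmTreat, no threshold on the fold change, each ALS library left out, draws of 3 old and 3 young mice, other minimum counts for the 25-count filter, a DESeq2 interaction, camera with estimated correlation, fgsea, synaptic genes above the median expression, and the log2 FPKM values for single genes. Alternatives chosen after seeing the data were the GC and length correction for gene lists and for the interaction, and leaving out each library of the aging comparison and of the interaction. The corrected lists were tested on log2 counts adjusted by the offsets, which is not the identical input that camera had otherwise. The replicate number as a block, and the block with the correction, could not be run.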

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

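Of the tests in this part, those on the mixing of tissue in 1 old library, on the Sod1 transgene and on beta-protocadherin paralogs, and the correction applied to the sex-chromosome genes, were chosen after the result was seen, and the beta-protocadherin, sex-chromosome and oligodendrocyte patterns were themselves found by looking at the data. Single libraries were compared with the rest of their group by Dixon's test in 174 groups of young or old mice, one for each named gene or gene list. A library stood apart in 22 of them, while 8.7 would be expected by chance at the 5% level. Groups of 3 mice were not tested this way. The 174 groups share libraries and many list genes also appear as single genes, so the 22 are not independent.

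Of these 22, 10 belong to the same old library. Several measures of immune genes were lower than in the other 7 old mice. The mean log2 CPM was 3.28 on the innate and inflammatory list, 3.04 on the adaptive list and 6.33 on the disease-associated microglia list, while the other old mice were at least at 3.70, 3.37 and 6.99. C1qb was at 89.2 CPM, C1qc at 65.7 CPM and Trem2 at 22.5 CPM, each below the other 7. Its astrocyte list was lower at 8.32 and its synaptic list higher at 6.40. Ppargc1a was at 63.1 CPM and Myoc at 27.6 CPM, both above the other 7 old mice. In each of these 10 measures the library lay on the side of the young mice relative to the other old mice. Several other immune genes lay on that side too. Lyz2 at 40.9 CPM and Lgals3 at 20.8 CPM, for example, were below the other 7 old mice. Not all genes did so. B2m, an immune gene, was at 302 CPM, above 6 of the other 7 old mice, and Bves at 0.463 CPM was below the other 7, both away from the young mice. A candidate explanation is a mixture of old and young tissue or RNA. If so, its level of mitochondrially encoded transcripts would lie between the groups, but at a mean log2 CPM of 12.06 it was 0.53 above the highest young library and also above the highest other old library, at 11.56. A mixture alone therefore leaves this level unexplained. The groups hardly differed in it, at 10.98 ± 0.64 (SD, n = 8) in old mice and 10.96 ± 0.34 (SD, n = 8) in young mice. It therefore cannot test whether a mixture is the source of the other measures. Of all libraries, it had the fewest genes with a count, at 15716, and the largest share of counts in its top 10 genes, at 15.1%. The deviation of its genes from their mean correlated with gene length at a Spearman's rho of 0.03. In the other old libraries this rho lay between -0.32 and -0.04. Library quality, gene length and GC content were not tested as a source of the pattern. Differences in dissection or in the age of the mouse within 18–24 months were not tested either, so the pattern cannot be put down to biology.

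The other 12 cases were spread over libraries and had no shared direction. Among young mice, 1 library had Chat at 13.9 CPM, below the others of the group, and Adgre1 at 4.15 CPM, above the others. Another had Ndufb10 at 103 CPM and Ndufa3 at 59.2 CPM, below the others. In 3 further young libraries, the astrocyte list was at 8.27, Ccl3 at 0.523 CPM and B2m at 119 CPM, above the others. Among old mice, 1 library had Chodl at 39.9 CPM and Gm45234 at 13.9 CPM, 1 had Hspa1b at 7.87 CPM and Bves at 2.97 CPM, and 1 had Cd74 at 15.5 CPM, all above the others. The Ccl3 value rests on 4 counts. No explanation, technical or biological, was tested for these 12, and about 8.7 of the 174 would be expected by chance.

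The beta-protocadherin genes, a cluster on chromosome 18 from 37264938 to 37524479 which the paper does not discuss, were higher in old mice. Of 21 tested genes, 11 were higher with an adjusted p-value under 0.05 from edgeR's quasi-likelihood test and 0 were lower, and 17 of the 21 had a positive log2 fold change. Their summed CPM was 165 ± 10.1 (SD, n = 8) in old mice and 117 ± 6.16 (SD, n = 8) in young mice, a log2 ratio of 0.49, with every old mouse above every young mouse (exact permutation test, two-sided p = 0.000155, the smallest that 8 mice against 8 allow). In SOD1 G93A mice the log2 ratio was -0.24 (exact permutation test, p = 0.2). These genes are close paralogs, and reads could be split between them. The summed counts, which splitting within the cluster would leave unchanged, rose by the log2 ratio of 0.49, so splitting is not enough to explain the rise. Most of these genes have a single exon, so genomic DNA or unspliced RNA in the old libraries could raise them. The 281 other single-exon protein-coding genes had a median log2 fold change of -0.00335, which speaks against it. After correction for GC content and gene length, the mean log2 fold change of the cluster was 0.60. None of these 3 technical explanations accounts for the pattern. A change of expression with age may be the source, which remains a hypothesis found and tested on the same data. Sequence differences from the reference genome were not tested.

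Sod1, which overlaps Scaf4 on the other strand, was higher in SOD1 G93A mice by a log2 fold change of 0.95 (standard error 0.09, adjusted p = 0.000241 from edgeR's quasi-likelihood test), at 310 ± 22 CPM (SD, n = 3) against 160 ± 6.56 CPM (SD, n = 3). In old mice it was 0.19. The paper does not report Sod1 RNA. A candidate explanation is that reads of the human transgene were counted on the mouse gene. If so, the rise would be equal in the 3 SOD1 G93A libraries while other changes differ. The lowest rise was 0.777 of the highest, and the libraries also differed in other genes, so the rise cannot be told apart from reads of the transgene.

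The oligodendrocyte list was lower in old mice, with a mean log2 fold change of -0.25, and the mean log2 CPM was 8.98 ± 0.06 (SD, n = 8) in old and 9.23 ± 0.12 (SD, n = 8) in young mice (exact permutation test, two-sided p = 0.000155, adjusted p = 0.000291 over 15 lists). Of 15 genes, 11 had a negative log2 fold change, 8 were lower with an adjusted p-value under 0.05 from edgeR's quasi-likelihood test and 2 were higher. In SOD1 G93A mice the mean was -0.06 and its sign depended on the method. The paper does not discuss this list. After correction for GC content and gene length it was -0.23 in old mice. After removal of the genes called higher and rescaling of the remaining counts it was -0.24. Neither of these technical explanations accounts for it. However, of 100 splits of the 16 aging libraries into 8 and 8, the true one included, 8 gave a camera p-value as small, and with the correlation estimated from the data the adjusted p-value was 0.115 (from 7.96e-08 to 0.115 over the alternatives), so the decrease cannot be told apart from a split by chance in this test, which assumes nearly independent genes.

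The ratio of Y-linked to X-linked counts, over 4 pairs of related genes, was lower in old than in young mice by -0.15 on the log2 scale (exact permutation test, two-sided p = 0.0104). Among the Y-linked genes, the log2 fold change was -0.16 for Ddx3y, -0.26 for Kdm5d, -0.33 for Uty and -0.23 for Eif2s3y, and it was -0.13 for the X-linked Ddx3x, -0.14 for Kdm5c, -0.21 for Kdm6a and 0.05 for Eif2s3x. The p-value of 0.0104 restates the change of the ratio and does not test gene length and GC content. After correction for them, the mean log2 fold change of the Y-linked genes minus that of the X-linked genes went from -0.14 to -0.06. Ddx3y was then at 0.02, while Kdm5d, Uty and Eif2s3y stayed negative at -0.11, -0.17 and -0.12. The correction thus took part of the decrease but not all. The decrease therefore cannot be clearly told apart from an effect of gene length and GC content. Reads shared between the X-linked and Y-linked genes, a different mix of cells, and chance among the many patterns examined were not tested.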

How the results depend on the processing

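No paired analysis was possible because the table columns name the group of each library and not its replicate number, so the fit with the replicate block and the fit with the block and the GC correction were not run. The correction for GC content and gene length of the gene lists and of the interaction, and leaving out each library of the aging comparison or of the interaction, were chosen after seeing the data. The other alternatives were set before the data were examined.

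Counts of genes depended on the treatment of low counts and on the threshold. With DESeq2 and one fit per comparison, 474 genes were higher and 11 lower in old mice, and the shares of shared genes were 87.1% of those higher in old mice and 32.6% of those higher in SOD1 G93A mice. With one DESeq2 fit of all libraries these values were 485, 18, 88.4% and 32.8%, with 429 shared genes. Without a filter on low counts they were 506 higher and 26 lower, 83% and 32.1%. With at least 10 counts in every library they were 169 higher and 2 lower, with 163 shared genes and 17.9% of those higher in SOD1 G93A mice. With one edgeR fit of all libraries, 11 genes were lower in old mice and the share of those higher in SOD1 G93A mice was 33.96%. In these settings the share of genes higher in old mice that were also higher in SOD1 G93A mice stayed at 83% or above. The cause of the differences between settings was not tested.

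With glmTreat, which tests against a log2 fold change of 1, 119 genes were higher and 1 lower in old mice, 558 higher and 9 lower in SOD1 G93A mice, 113 higher in both, 0 lower in both, 33 shared with at least 25 counts, and the share of those higher in SOD1 G93A mice was 20.2%. Without a threshold on the fold change, 1838 genes were higher and 1757 lower in old mice, 2635 higher and 2231 lower in SOD1 G93A mice, 1182 higher and 728 lower in both, 829 shared genes had at least 25 counts, and the shares were 64.3% and 44.9%. The 80 genes with at least 25 counts in all libraries became 169 when only old and SOD1 G93A libraries were required to have them, 163 with at least 10 counts and 38 with at least 50. RLE factors, the inclusion of all annotated genes, and the GC and length correction kept each of these counts within 1.5 times. The number of genes with an interaction was 3829 with DESeq2 and 3993 after the GC and length correction.

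Leaving out each library in turn, the share of genes higher in old mice that were also higher in SOD1 G93A mice ranged from 91.9% to 96.3%, and the share of those higher in SOD1 G93A mice from 18.8% to 27.1%. Genes lower in SOD1 G93A mice ranged from 79 to 448 over the 6 fits of the ALS comparison, genes lower in old mice from 5 to 11 over the 16 fits of the aging comparison, genes lower in both from 1 to 2, and genes with an interaction from 2378 to 4929.

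Camera with the inter-gene correlation estimated from the data gave adjusted p-values above 0.05 in aging for the synaptic list (mean log2 fold change -0.17, p = 0.0913), complex I subunits (0.0869, p = 0.456), other oxidative phosphorylation complexes (0.0874, p = 0.456), non-synaptic neuronal genes (-0.13, p = 0.134) and oligodendrocytes (-0.25, p = 0.115). In ALS it did so for the synaptic (-0.53), innate (2.54), adaptive (2.47), complex I subunit (-0.19), complex I assembly (-0.20), other oxidative phosphorylation (-0.19), mitochondrial DNA (-0.57), homeostatic microglia (1.27), disease-associated microglia (3.29), monocyte and macrophage (4.02), dendritic (1.37), non-synaptic neuronal (-0.61), motor neuron (-1.03) and astrocyte (1.14) lists, with adjusted p-values from 0.0637 to 0.316. This setting cannot move the mean of a list. With 3 mice against 3, the estimate of the correlation is itself imprecise.

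With fgsea, whose values are normalized enrichment scores, the mitochondrial DNA list in aging was at -0.73 and the oligodendrocyte list in ALS at 0.67, against the sign of the mean, and neither passed the threshold. The dendritic list in ALS lost its adjusted p-value under 0.05 with fgsea (1.30), with at least 10 counts in every library (0.27) and after the GC and length correction (1.35). After that correction the signs of complex I subunits (-0.0278), complex I assembly (-0.0232) and other oxidative phosphorylation complexes (-0.0155) in aging were reversed. Leaving out each library, the mean in aging ranged from 0.0724 to 0.101 for complex I subunits, from 1.06 to 1.14 for dendritic cells and from -0.17 to 0.13 for mitochondrial DNA. In ALS it ranged from -0.26 to -0.16 for complex I assembly and from -0.117 to 0.0247 for oligodendrocytes. The cause was not tested.

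Among named genes, the log2 fold change changed sign in ALS for Sirt1 (from -0.00928 to 0.34), Foxo3 (from -0.0889 to 0.32), Hspa1b (from -0.51 to 1.36), Bves (from -0.29 to 0.00328) and Gm45234 (from -2.01 to 0.80) across the 6 fits that each left out 1 library, and in aging for Kirrel2 with the deposited log2 FPKM values (0.012). In aging it also changed sign for Isl2 (from -0.14 to 0.11), Slc18a3 (from -0.0131 to 0.0704) and Ndufa9 (from -0.0357 to 0.0289) across the 16 fits that each left out 1 library. With all libraries, none of these 9 had an adjusted p-value under 0.05 in the comparison named. Among other values of named genes, 49 lost an adjusted p-value under 0.05 and 9 gained one under an alternative, and 814 kept both direction and side. These counts leave out the 16 fits of the aging comparison. In those fits, the largest adjusted p-value rose above 0.05 for Syt2 (0.0884), Lhx4 (0.068), Ndufa3 (0.0679), Gm45234 (0.0553) and Ndufa8 (0.0546). The filter on low counts removed 122 of the paper's 404 shared genes in aging, while DESeq2 with one fit per comparison called 398 of the 404 on the same libraries.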

Differences from the paper's values

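The paper's supplementary table lists 11 protein-coding genes lower in old mice, and 6 were found here. Of these 6, 5 are in the paper's list. Of the alternatives set before the data were examined, DESeq2 with one fit per comparison gave 11, of which 8 are among the paper's, and one edgeR fit of all libraries gave 11. The others did not close the gap, with 18 for one DESeq2 fit of all libraries, 26 without a filter on low counts, 6 with RLE factors, 6 with all annotated genes, 5 after the GC and length correction, 2 with at least 10 counts in every library, 1 with glmTreat and 1757 without a threshold on the fold change.

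The number of genes higher in both comparisons, 284 here and 404 in the paper, differs by less than 1.5 times. Of the paper's 404 genes, 282 were tested here in both comparisons and 281 of those were among the 284. Settings that came nearer were DESeq2 with one fit per comparison, with 413 genes of which 398 are among the paper's, and one DESeq2 fit of all libraries, with 429 genes of which 402 are. The 91 fold changes of 48 named genes that could be set beside the paper's did not differ from them.

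The paper's table lists Btbd16 as lower in old and higher in SOD1 G93A mice. Here it was removed in aging by the filter on low counts, with at most 16 counts in any library of that comparison, and it was higher in SOD1 G93A mice by a log2 fold change of 1.27 (adjusted p = 0.0193 from edgeR's quasi-likelihood test). DESeq2 with one fit per comparison called it in both, with log2 fold changes of -1.27 (adjusted p = 0.00149) and 1.27 (adjusted p = 0.0495). The paper states that oxidative phosphorylation genes did not change significantly in aging. Here the complex I subunit list and the list of the other complexes passed camera in old mice, with mean log2 fold changes of 0.09 for each (adjusted p = 0.027 and 0.0121). With the correlation estimated from the data, an alternative set before the data were examined, they did not pass (adjusted p = 0.456 for each). Over all alternatives the adjusted p-values ranged from 0.00059 to 0.456 and from 0.0021 to 0.53. After the GC and length correction, chosen after seeing the data, they did not pass either (adjusted p = 0.236 and 0.53).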

Other observations

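The tests on 1 SOD1 G93A library were chosen after its values were seen. For the fewer-neurons test, the comparison with ALS and with corrected values was added after the first value was seen, and with it the reading changed to undecided. Other splits of the libraries were counted for results of models fitted across all genes. Of 100 splits of the 16 aging libraries into 8 and 8, the true one included, 1 gave as many higher genes as the true split, the next largest giving 237, and 4 gave, in either direction, as many genes as were lower in the true split. Of the 10 splits of the 6 ALS libraries, 1 gave as many higher genes and 1 as many lower genes, which are the true split. With 10 splits this share cannot go under 0.1. Of 100 joint splits, 1 gave as many genes higher in both. Of the splits, 5 of 100 in aging and 1 of 10 in ALS gave a camera p-value for the synaptic list as small as the true split, so in aging the decrease of the synaptic list by camera may be matched by other splits. The per-mouse exact test of the list, p = 0.000622, does not use the assumption about genes. For the interaction, 10 of 100 joint splits gave as many genes, and all 10 kept the true SOD1 G93A and control groups while the others gave at most 20. Splits that mix old and young mice remove the effect of aging and leave that of ALS, so a large count was fixed in advance and these splits do not test the interaction. The true split, with 3737 genes, had the lowest count of the 10, which reached 4794.

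Unequal group sizes were tested as a source of the large share of genes higher in old mice that were also higher in SOD1 G93A mice. With 3 old and 3 young mice drawn at random, the median share over 100 draws was 93.99% (95% of draws from 90.5% to 97.7%), inside the confidence interval of the full comparison. Group size alone therefore leaves the share in place.

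The rise of immune genes in both comparisons could come from more microglia with unchanged expression per cell. Then the homeostatic and the disease-associated microglia lists would rise alike. The disease-associated list rose more, by a difference of 1.15 in old mice (exact permutation test, two-sided p = 0.000155) and 1.94 in SOD1 G93A mice (exact permutation test, p = 0.1). More microglia alone may therefore not explain the rise, although more microglia together with a change of state, and entry of other cells, were not told apart.

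For the decrease of the synaptic list, fewer neurons with unchanged synaptic expression per neuron was tested by setting the synaptic list against the other neuronal genes of each mouse. The difference changed by -0.0403 in old mice (exact permutation test, two-sided p = 0.0201) and by 0.08 in SOD1 G93A mice (exact permutation test, p = 0.1), and by 0.02 and 0.15 after correction for GC content and gene length. The sign is not stable, so the decrease cannot be told apart from a loss of neurons or of their RNA. A larger share of counts taken by immune genes was tested by removing the genes called higher and rescaling, and the list stayed lower by -0.16 in old mice and -0.41 in SOD1 G93A mice. After correction for GC content and gene length the list stayed lower, at -0.11 in old mice, against -0.17 before. That correction took part of the decrease but not all. In the libraries, the deviation of each gene from its mean correlated across genes with gene length by a Spearman's rho from -0.04 to 0.34 in young mice, from -0.32 to 0.03 in old mice, from 0.10 to 0.24 in control mice and from -0.24 to -0.04 in SOD1 G93A mice. A technical length bias and a real decrease of long genes may both give such a difference, and they were not told apart. For the gene counts, 291 genes were higher in old mice after the correction, 278 of them among the 297, so the count depended little on it.

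Of the 3 SOD1 G93A libraries, 1 lay between the other 2 and the controls. For the genes called higher when it was left out, its change was a median 0.483 of that of the other 2, and for the lower genes 0.54. The same measure for the other 2 libraries was 1.43 and 1.13 and 1.15 and 1.08. Wild-type RNA or tissue mixed into this library would lower Sod1 by the same fraction. Its Sod1 change was 0.87 of that of the others, which speaks against mixing as the only source. The motor neuron list gave no clear answer. On the linear scale its change was 1.14 of that of the others, while on the log scale, at a mean log2 CPM of 3.59, it had fallen less than in the other 2, at 3.52 and 3.40. The linear scale and the decision were set after a first run on the log scale, so mixing may still contribute. An earlier stage of disease in this mouse was not tested, since no stage is given for each mouse.

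Values of genes that the paper names in other contexts follow. Sirt1 RNA had a log2 fold change of -0.12 in old mice (adjusted p = 0.484) and 0.18 in SOD1 G93A mice (adjusted p = 0.512). The gene for the regulator IRF8, Irf8, which overlaps Gm20388, was at 18 ± 5.07 CPM (SD, n = 8) in old and 5.01 ± 0.986 CPM (SD, n = 8) in young mice, a log2 fold change of 1.86 (adjusted p = 2.71e-08), and 3.38 in SOD1 G93A mice (adjusted p = 0.000124). The paper discusses deacetylation of IRF8 and not its RNA. Syt2, which overlaps Ppp1r12b on the other strand, had -0.11 in old mice (adjusted p = 0.0416) and -1.07 in SOD1 G93A mice (adjusted p = 0.00452), and the difference passed the interaction test (adjusted p = 2.64e-05). With 1 library left out, its largest adjusted p-value was 0.0884 in old and 0.0287 in SOD1 G93A mice. Chat, which contains Slc18a3, had -0.13 (adjusted p = 0.511) and -0.67 (adjusted p = 0.0708). Foxo1 had 0.17 (adjusted p = 0.0608) and 0.83 (adjusted p = 0.0346, at most 0.106 in SOD1 G93A mice with 1 library left out), and Foxo3 -0.03 (adjusted p = 0.756) and 0.15 (adjusted p = 0.584). The adjusted p-values are from edgeR's quasi-likelihood test.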
